A study of Mus musculus with 12 samples. Its data were reported in "Differential susceptibility of male and female germ cells to glucocorticoid-mediated signaling" (2024).

How the data were processed

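RNA was measured in 12 bulk libraries from the ovaries of mouse embryos at embryonic day (E) 15.5. Pregnant dams had received daily intraperitoneal injections of dexamethasone (dex, a synthetic agonist of the glucocorticoid receptor) at 10 µg per g of body weight, or saline, from E12.5 to E15.5. The embryos carried a green fluorescent protein (GFP) reporter driven by Pou5f1 (OCT4) regulatory sequence, which marks germ cells. Dissociated ovaries were sorted by flow cytometry into GFP-positive germ cells and GFP-negative somatic cells, and the cells of each library came from ovaries pooled over several litters. The library labels gave 4 groups of 3 replicates: germ cells after dex, germ cells after saline, somatic cells after dex and somatic cells after saline.

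Upstream processing was done by the authors and their sequencing provider. Poly-A selected RNA was reverse transcribed with random hexamers and sequenced as read pairs, the pairs were aligned to the mouse mm10 assembly with Hisat2, and fragments per gene were counted with featureCounts. The authors deposited these raw counts for 54532 Ensembl gene identifiers with GRCm38 coordinates, of which 36214 had at least 1 count. The authors also deposited FPKM values (fragments per kilobase of exon, scaled to depth), computed from the same counts, gene length and depth. Against plain column totals, each FPKM column carried 1 extra factor per library, between 0.946 and 1.026. For each cell type the authors deposited a table of their own DESeq2 comparison of dex with saline. In those tables the normalized signal that the authors gave per library equalled the count divided by 1 size factor per library. The log2 fold changes in the authors' tables came from the DESeq2 fit. The deposited p-values were adjusted with the Benjamini-Hochberg (BH) procedure, and 19579 germ cell and 12084 somatic genes held an adjusted value of exactly 1. The lowest mean level with an adjusted value below 1 was 73.4 normalized counts in germ cells and 10.7 in somatic cells. An adjusted value of 1 at lower levels was therefore read as not tested. The count and FPKM columns inside those tables were identical to the separate count and FPKM tables. The strand setting of the counting and the treatment of reads that map to several places were not stated. Values of processed pseudogenes, of ribosomal protein genes with many pseudogene copies, of class I histocompatibility genes with close paralogs, and of genes that overlap another gene on either strand are therefore uncertain.

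The main test was edgeR's quasi-likelihood test on the counts as deposited (edgeR 4.0.16 in R 4.3.3). It used TMM scaling, the filterByExpr low-count filter, no covariate and a BH-adjusted p-value of at most 0.05 with no fold-change minimum. Dex was compared with saline within germ cells and within somatic cells, using only the libraries of that cell type. A test of the difference (dex minus saline in germ cells, minus dex minus saline in somatic cells) used all 12 libraries, and germ cells were compared with somatic cells among the saline libraries. The study used DESeq2 for its pairwise tests, and DESeq2 1.42.0 was run here as an alternative. Standard errors are those implied by the quasi-likelihood F statistic. Levels are in CPM, the usual library-scaled count, here the count over the library total times its TMM factor, given as mean ± SD over 3 libraries. A level of 3 counts was taken as the floor of detection, equal to between 0.164 and 0.205 CPM. Where all libraries of a group were at or under that floor, a fold change was computed against the floor and given as a lower bound. Confidence intervals of shares are 95% Wilson intervals, and like the floors they cover counting error only, because the reads carried no molecular identifiers.

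Named genes were chosen by a rule. Fixed genes were the receptor gene Nr3c1, the target or clock genes Fkbp5, Zbtb16, Tsc22d3, Per1 and Clock, the reporter gene Pou5f1, and 5 meiotic genes and 5 splicing factor genes that the study singled out. To these were added, for each dex test, the 5 called genes with the largest rise and the 5 with the largest fall among genes with a mean of at least 1 CPM. For the tests within a cell type, all 3 dex libraries also had to lie on one side of all 3 saline libraries. Any other gene named was chosen after its values were seen. The samples, main tests, named-gene rule, gene lists and most alternatives were fixed before the data were examined. The exceptions, chosen after seeing the data, were removal of GC content trends with and without the replicate block, DESeq2 without independent filtering, and edgeR p-values adjusted over the genes whose deposited adjusted value was below 1.

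A family of 45 tests, covering 15 gene lists in the germ, somatic and difference contrasts, was run with limma's camera (limma 3.58.1, preset inter-gene correlation 0.01, two-sided), and p-values were BH-adjusted over these 45. The lists held glucocorticoid receptor targets, ribosomal protein genes, meiotic genes, adrenal-like steroidogenic genes, the splicing factors of the study, proliferation genes, germ cell markers, general somatic markers, and markers of pregranulosa, stromal, endothelial, perivascular, macrophage, erythroid and mesonephric cells. Each list was also tested with fry, a rotation test, and with camera using a correlation estimated from the data. Counts of called genes in a list were taken over all tested genes and also adjusted over the list alone. The carry-over of somatic RNA into a germ cell library was estimated as the median, over the markers of a list, of the CPM in that library divided by the mean CPM of the somatic libraries with the same treatment. Groups of 3 such values were compared with a two-sided exact permutation test, whose smallest possible p is 0.1.

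Transcript length and GC content came from GENCODE transcripts of the same assembly, with the protein-coding transcript of median length standing for each gene. They were known for 82.1% of genes tested in germ cells, 86.5% in somatic cells and 80.1% in the difference test. Exon length per gene came from the deposited count table.

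The code was tested on simulated data drawn from the germ libraries' own means, dispersions and sizes. With 200 of 16479 genes changed, edgeR recovered 96.5%, and 5.9% of its calls were false. Recovery was 93.2% for the 103 genes changed 2-fold and 100% for the 97 genes changed 4-fold. DESeq2 recovered 98% of the 200 with 10.9% false calls. The difference test recovered 99.5% of 200 genes changed 4-fold in dex germ cells among 18530, with 3.9% false calls. In these steps the changed genes had a mean of at least 5 CPM, so recovery at lower levels or of smaller changes was not tested. A GC trend put into 16448 genes, with a Spearman correlation of 0.752 between log2 fold change and GC content, fell to 0.014 after correction. A carry-over of 5% put into the 26 somatic markers without noise came back as 5%, which checks the calculation only.

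Alternatives were DESeq2 size factors in edgeR, no low-count filter, a filter of at least 1 CPM in at least 3 libraries, removal of haemoglobin and mitochondrially encoded genes, a fit on all 4 groups, the carry-over share as a covariate, a replicate block, DESeq2, a minimum absolute log2 fold change of 1, and limma-trend on log2 of the deposited FPKM with a pseudocount of 1 or 0.1. Each library was also left out in turn. Replicates were compared before averaging. The chi-square of replicate pairs ranged from 5.48 to 21.85 per gene, far above the sampling value, so no library was treated as a repeat of another. No library was left out of the main tests. Data of the study other than these ovary libraries were not analysed here.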

Results

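Gene expression was profiled by bulk RNA-seq in germ cells and somatic cells sorted from the E15.5 mouse ovary after 4 daily maternal injections of the glucocorticoid receptor agonist dexamethasone (dex) or saline. Germ cells were recovered as Pou5f1-GFP positive cells, and the somatic fraction comprised all GFP-negative cells. There were 12 libraries, 3 in each of the 4 combinations of cell type and treatment, and each was made from ovaries pooled over several litters. Germ cell libraries held 14658503 to 17616664 counts over 25453 to 26454 detected genes. Somatic libraries held 15161804 to 18245507 counts over 23206 to 24383 genes. Depth therefore overlapped between the cell types, and 3 counts in a library corresponded to between 0.164 and 0.205 CPM, the library-scaled count used as the measure of expression. Haemoglobin transcripts took up 0.331% to 1.6% of counts in the somatic libraries and at most 0.00475% in the germ cell libraries. Mitochondrially encoded genes took 1.8% to 3.22% and 0.84% to 1.44%, respectively. None of 4 Y-linked genes (Ddx3y, Eif2s3y, Kdm5d and Uty) had a count in any library. No sequencing batch was given for the libraries.

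The sort was first examined in the saline libraries, together with the question of where the receptor gene is expressed. Of 17941 genes tested, 15440 differed between germ and somatic cells, 7739 higher in germ cells and 7701 lower. The first principal component of all 12 libraries carried 92.1% of the variance and separated the cell types, and the second, with 1.5%, placed dex above saline within each cell type. The reporter gene Pou5f1 (ENSMUSG00000024406, chromosome 17, 35506018 to 35510772, GRCm38) was at 19 ± 6.05 CPM in saline germ cells (SD, n = 3) and 0.0619 ± 0.0607 CPM in saline somatic cells. As the somatic libraries were at the floor, Pou5f1 was at least 100-fold higher in germ cells (edgeR BH-adjusted p = 2.35e-10). Col1a1, which encodes a collagen of stromal cells, was at 42.6 ± 12.2 CPM in germ cells and 7400 ± 517 CPM in somatic cells. Nr3c1, the gene of the glucocorticoid receptor (ENSMUSG00000024431, chromosome 18, 39410545 to 39491301), was expressed in both. Its level was 159 ± 6.59 CPM in saline germ cells and 84.3 ± 6.29 CPM in saline somatic cells (SD, n = 3), a log2 difference of 0.92 (SE 0.07, edgeR BH-adjusted p = 1.46e-08). Clock, at 262 ± 20.1 CPM in germ cells and 44.8 ± 2.54 CPM in somatic cells, differed by 2.56 (SE 0.08, edgeR BH-adjusted p = 3.39e-13).

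Somatic transcripts in the germ cell libraries were quantified as a background. Over 26 somatic markers, the median level in a germ cell library was 3.73% ± 1.47 (SD, n = 6) of the somatic level, with a range of 1.85% to 5.98%. The dex germ cell libraries averaged 4.19% ± 2.12 and the saline libraries 3.27% ± 0.525 (SD, n = 3), a difference smaller than the spread between libraries (two-sided exact permutation p = 0.5, smallest possible p 0.1). The estimate depended on the genes used. Pregranulosa markers, of which 7 of 11 are also general somatic markers, gave 10.6% with a range of 3.74% to 18.7%. Stromal markers, sharing 9 of 12 genes with the general list, gave 0.754%. Macrophage markers gave 11% ± 3.68 in dex and 4.39% ± 2.05 in saline germ cell libraries (SD, n = 3, two-sided exact permutation p = 0.1, the smallest possible). Because these shares are relative to somatic libraries of the same treatment, a fall of a marker in dex soma raises the share in dex. Endothelial, erythroid and perivascular markers gave 2.67%, 0.351% and 1.71%, with exact permutation p-values of 0.7, 0.8 and 0.8 between treatments.

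**Figure D1:**
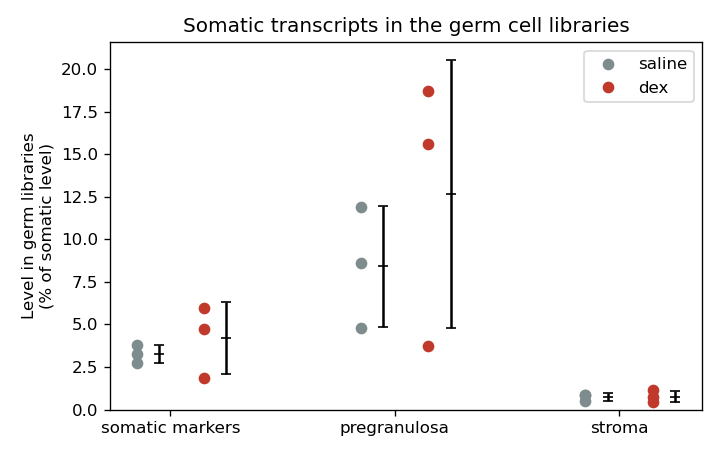
Somatic marker level in each germ cell library as a percentage of the somatic level (y axis) for general somatic, pregranulosa and stromal markers, with dex and saline libraries as points and mean ± SD as bars. Pregranulosa markers reached 18.7% in one dex library, and stromal markers stayed at or below 1.13% in all 6.

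Dex and saline were compared within germ cells first. Of 16857 genes tested, 35 were called at a BH-adjusted p of at most 0.05 in edgeR's quasi-likelihood test, 15 higher and 20 lower after dex, and 1963 had an unadjusted p under 0.05. Among the 35, 12 changed at least 2-fold, 10 of them upward. The number of calls was sensitive to processing: without the low-count filter, which raised the genes tested to 33150, it was 420. It was also sensitive to single libraries. Without germ cell dex replicate 1 the count was 81, and without dex replicate 2 or without saline replicate 3 it was 17. The called genes had a median exon length of 2568 nt, against 4554 nt in expression-matched random lists.

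In somatic cells the same test called 1354 of 16556 genes, 797 higher and 557 lower, with 3453 at an unadjusted p under 0.05. At least 2-fold changes numbered 318, 207 up and 111 down. Median absolute log2 fold changes among the calls were 0.54 in somatic cells and 0.83 in germ cells, and the biological coefficients of variation were similar, at 0.106 and 0.117. The somatic count also moved with single libraries, from 754 without saline replicate 3 to 1881 without dex replicate 3. It was 756, 856 and 888 without saline replicate 2, dex replicate 2 and saline replicate 1, respectively.

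Whether the response differed between the cell types was tested directly. The dex effect differed for 314 of 19390 genes, being higher in germ cells for 95 and lower for 219, and 2991 genes had an unadjusted p under 0.05. Differences of at least 2-fold were found for 107. In this test, too, leaving out 1 library lowered the count by more than 1.5 times for 7 of the 12 libraries, down to 143 without somatic saline replicate 3. The other values were 167 and 169 without somatic saline replicate 2 and germ saline replicate 3, 178 and 188 without germ dex replicates 2 and 3, and 182 and 201 without somatic dex replicates 2 and 1.

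**Figure D2:**
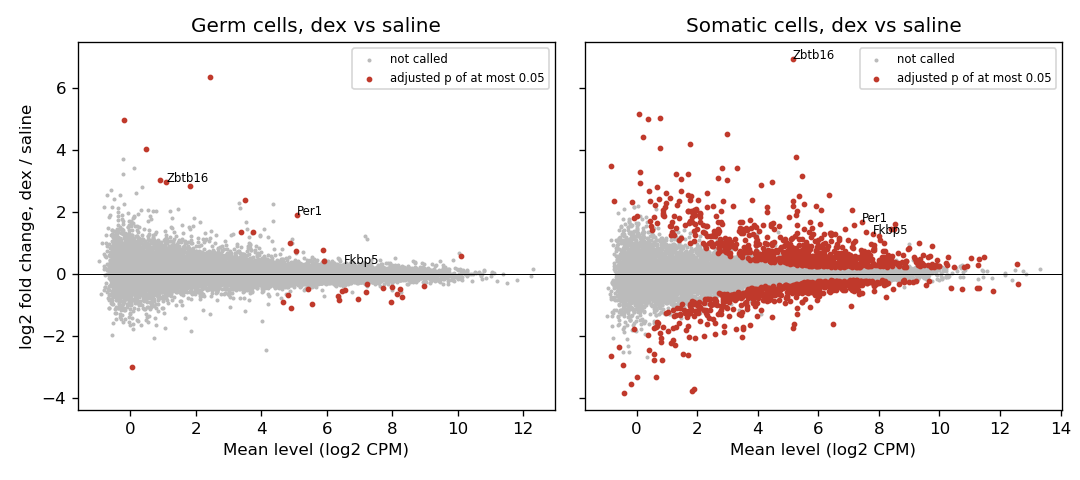
Log2 fold change of dex over saline (y axis) against mean expression in log2 CPM (x axis) for every gene tested in germ cells and in somatic cells, with called genes coloured. The 35 germ cell calls and the 1354 somatic calls lie on both sides of 0.

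The single receptor target genes chosen beforehand responded unequally. Fkbp5 (ENSMUSG00000024222, chromosome 17, 28399094 to 28517527, overlapping 4 other annotated genes) rose in somatic cells from 129 ± 12.9 to 316 ± 10.5 CPM (SD, n = 3), a log2 fold change of 1.29 (SE 0.08, edgeR BH-adjusted p = 2.61e-07). In germ cells it went from 81.1 ± 7.97 to 102 ± 6.32 CPM, a log2 fold change of 0.33 that was not called (SE 0.08, edgeR BH-adjusted p = 0.162). Without the low-count filter the same germ cell change was called at an edgeR BH-adjusted p of 0.00716, within a range of 0.00716 to 0.361 over the alternatives. The effects differed by -0.97 (SE 0.12, edgeR BH-adjusted p = 0.000328). Tsc22d3 (ENSMUSG00000031431, chromosome X, 140539528 to 140600659) rose in somatic cells from 66.1 ± 2.64 to 140 ± 10.5 CPM, by a log2 fold change of 1.08 (edgeR BH-adjusted p = 6.2e-07). It was at 391 ± 22 CPM in saline germ cells and 379 ± 22.5 CPM after dex, a change of -0.04 (edgeR BH-adjusted p = 0.866), and the difference between cell types was -1.13 (SE 0.1, edgeR BH-adjusted p = 1.87e-05).

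Per1 (ENSMUSG00000020893, chromosome 11, 69095217 to 69109960) rose in both. In germ cells it went from 14.3 ± 1.27 CPM (SD, n = 3) to between 39.6 and 63.9 CPM in the 3 dex libraries, with a mean of 53.6 CPM (log2 fold change 1.91, SE 0.16, edgeR BH-adjusted p = 0.000906), and in somatic cells from 82.9 ± 6.19 to 267 ± 37.1 CPM (log2 fold change 1.68, edgeR BH-adjusted p = 2.24e-07). The difference of 0.21 was not called (edgeR BH-adjusted p = 0.664). Zbtb16 (ENSMUSG00000066687, chromosome 9, 48654297 to 48836222) had the largest rise among the somatic genes that met the naming rule, from 0.559 ± 0.331 to 70.1 ± 13.6 CPM (log2 fold change 6.94, SE 0.25, edgeR BH-adjusted p = 4.33e-09). In germ cells it rose from 0.45 ± 0.253 to 3.57 ± 1.41 CPM (log2 fold change 2.96, SE 0.46, edgeR BH-adjusted p = 0.0249), an increase equal to 4.49% of the somatic increase and so within the range of the pregranulosa background. This germ cell call was lost when any of 3 libraries was left out, with edgeR BH-adjusted p-values of 0.145 without dex replicate 2, 0.112 without dex replicate 3 and 0.144 without saline replicate 3. Nr3c1 itself was not called in germ cells (log2 fold change -0.02, edgeR BH-adjusted p = 0.941) or in somatic cells (-0.17, edgeR BH-adjusted p = 0.327). Clock was not called in germ cells (-0.12, edgeR BH-adjusted p = 0.577) or in somatic cells (-0.24, edgeR BH-adjusted p = 0.115). In somatic cells it was called without dex replicate 3 (-0.29, edgeR BH-adjusted p = 0.0454, range over single-library omissions 0.0454 to 0.31) and with GC trends removed (-0.28, edgeR BH-adjusted p = 0.0473). Klf9 (ENSMUSG00000033863), a member of the receptor target list that the study named for the testis, was singled out after its values were seen. It rose in somatic cells from 8.79 ± 1.08 to 79.1 ± 11 CPM (log2 fold change 3.16, edgeR BH-adjusted p = 9.83e-09) and was not called in germ cells, at 4.02 ± 0.741 and 4.69 ± 0.256 CPM (0.23, edgeR BH-adjusted p = 0.72). The difference was -2.95 (edgeR BH-adjusted p = 1.6e-06).

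**Figure D3:**
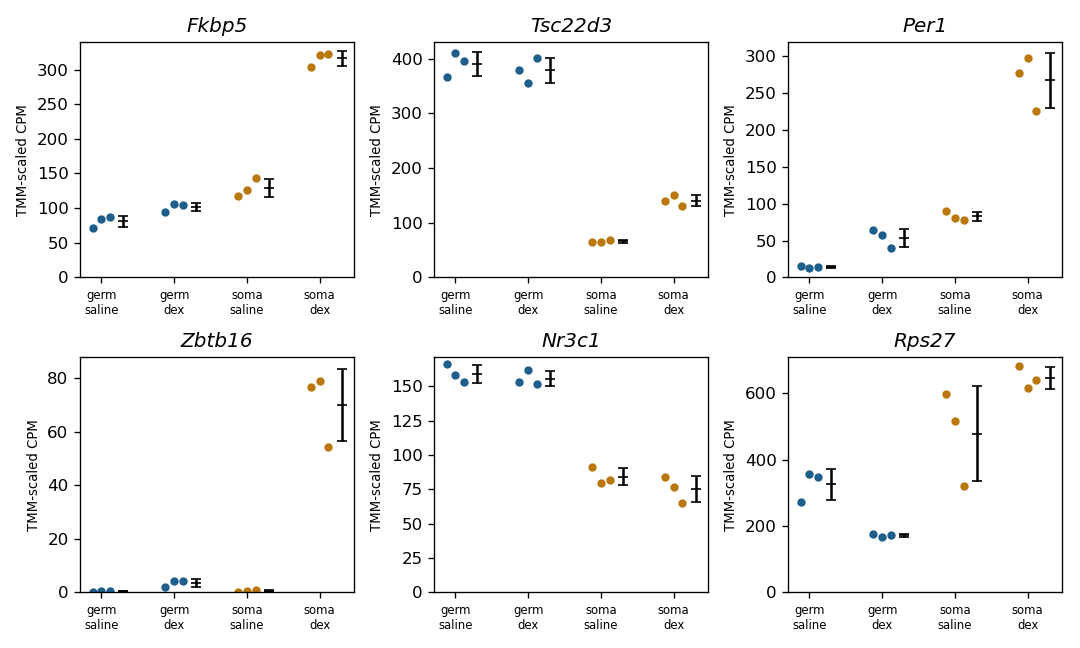
CPM of Fkbp5, Tsc22d3, Per1, Zbtb16, Nr3c1 and Rps27 in each of the 12 libraries (points) by group, with mean ± SD. Zbtb16 averaged 70.1 CPM in dex somatic cells and 3.57 CPM in dex germ cells.

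The 5 largest rises among germ cell calls that met the naming rule were those of Gm27252 (ENSMUSG00000098708), Arhgef37 (ENSMUSG00000045094), Fyb2 (ENSMUSG00000078612), Zbtb16 and Tnfrsf13b (ENSMUSG00000010142). Gm27252, a non-coding transcript on chromosome 7 at 63896533 to 63899698 that lies antisense within Klf13, rose from 0.114 ± 0.198 to 10.4 ± 3.96 CPM (SD, n = 3, log2 fold change 6.37, SE 0.61, edgeR BH-adjusted p = 0.00133). Saline replicate 3 alone held counts of it in saline, and the log2 fold change of Gm27252 was 10.39 without that library. As the strand setting of the counting was not stated, the value is uncertain. Arhgef37, on chromosome 18 at 61493794 to 61536536, was at the detection floor in saline and at 2.4 ± 0.568 CPM after dex, at least 13.4-fold higher (edgeR BH-adjusted p = 0.00306). Tnfrsf13b rose from 0.845 ± 0.176 to 6.05 ± 1.03 CPM (log2 fold change 2.84, edgeR BH-adjusted p = 0.00133). Fyb2 rose from 0.382 ± 0.0613 to 3.18 ± 1.22 CPM, but was no longer called without dex replicate 2, saline replicate 2 or saline replicate 3 (edgeR BH-adjusted p = 0.0107 with all libraries, and 0.0807, 0.0573 and 0.0828 without these).

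The 5 largest falls were those of H2-K1 (ENSMUSG00000061232), Gm1821 (ENSMUSG00000044285), Rps27 (ENSMUSG00000090733), Gm15920 (ENSMUSG00000080893) and Gm47283 (ENSMUSG00000096768). H2-K1, a class I histocompatibility gene with close paralogs on chromosome 17 (33996017 to 34000333), fell from 40.9 ± 1.64 to 18.7 ± 3.06 CPM (SD, n = 3, log2 fold change -1.12, SE 0.12, edgeR BH-adjusted p = 0.002). It also fell in somatic cells, from 9.34 ± 1.48 to 3.92 ± 1.57 CPM (log2 fold change -1.25, edgeR BH-adjusted p = 0.00923). Rps27, on chromosome 3 at 90212522 to 90213651, fell from 326 ± 46.8 to 172 ± 4.33 CPM in germ cells (log2 fold change -0.92, SE 0.09, edgeR BH-adjusted p = 0.00133) and was not called in somatic cells, at 477 ± 143 and 646 ± 32.7 CPM (0.43, edgeR BH-adjusted p = 0.128). Gm1821 and Gm15920 are annotated as processed pseudogenes and fell by 0.96 and 0.91 on the log2 scale, with values that depend on how shared reads were counted. Gm47283 (log2 fold change -0.86, edgeR BH-adjusted p = 0.0498) is annotated on chromosome Y although the 4 Y-linked genes given above had no counts, so its reads are of uncertain origin, and 4 of the 6 single-library omissions removed its call.

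In somatic cells the largest rises after Zbtb16 were those of 8430426J06Rik (log2 fold change 5.04), Nnmt, Xdh (4.5) and BB123696 (4.4). Of the saline libraries, 1 alone held counts of 8430426J06Rik and 1 of BB123696, and without that library, saline replicate 1 and 2 respectively, the log2 fold changes were 8.64 and 8.02. Nnmt (ENSMUSG00000032271) was at the floor in saline and at 2.25 ± 0.847 CPM after dex (SD, n = 3), at least 11.9-fold higher. Xdh (ENSMUSG00000024066, chromosome 17, 73883895 to 73950196) rose from 0.653 ± 0.271 to 14.9 ± 2.05 CPM. The largest falls were those of Ifi204 (-3.79), Tcf24 (-3.72), Tlr1 (-3.35), Ms4a7 (-2.77) and Ccl11 (-2.77). Tcf24 (ENSMUSG00000099032, chromosome 1, 9960163 to 9967932) fell from 6.78 ± 0.296 to 0.506 ± 0.241 CPM in somatic cells while germ cells stayed at 77.8 ± 8.4 and 73.4 ± 3.95 CPM. The edgeR BH-adjusted p-values of these falls lay between 1.13e-05 for Tcf24 and 0.00768 for Ms4a7, and the call of Ms4a7 was lost without saline replicate 2 (edgeR BH-adjusted p = 0.0542, range over single-library omissions 0.000501 to 0.0542).

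The largest differences between the cell types toward higher values in germ cells were those of Kcna5, Tnfrsf13b, Itgax, Tcf24 and Kif12, and those toward lower values were Folh1, Abcb5, Lhx4, Zbtb16 and Dazl. Kcna5 was at the floor in saline germ cells and reached 1.47 ± 0.057 CPM after dex (SD, n = 3), at least 8.19-fold higher. Abcb5 was at the floor in saline somatic cells and reached 1.77 ± 0.33 CPM, at least 9.36-fold higher. Lhx4 (ENSMUSG00000026468, chromosome 1, 155698031 to 155751684) rose in somatic cells from 0.337 ± 0.196 to 6.2 ± 1.32 CPM, above its germ cell level of 5.04 ± 1.16 CPM after dex. Dazl (ENSMUSG00000010592, chromosome 17, 50279395 to 50293636), a germ cell gene, rose in somatic cells from 1.17 ± 0.193 to 12.8 ± 0.134 CPM (log2 fold change 3.43, SE 0.21, edgeR BH-adjusted p = 2.92e-07). It was at 1070 ± 43.9 CPM in saline and 982 ± 36.9 CPM in dex germ cells, so that the somatic level after dex was 1.3% of the germ cell level. Itgax, Kif12, Folh1 and Zbtb16 lost their call in this test under 10, 4, 8 and 1 of the 12 single-library omissions, respectively.

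Germ and somatic calls overlapped in 9 genes, of which 8 moved in the same direction: Hif3a, Per1, Hdc, Zbtb16 and Gm27252 up, and H2-K1, Angpt1 and Gm7993 down. Rpl37a fell in germ cells (log2 fold change -0.5) and rose in somatic cells (0.4). Among 1117 somatic calls that were also tested in germ cells, 612 or 54.8% had the same sign there (95% Wilson interval 51.9% to 57.7%, which treats genes as independent). Exchanging the labels of a split turns a share above 50% into one as far below it, so the value above 50% was taken. Over the 10 possible splits of the 6 germ cell libraries this value ranged from 53.1% to 57%. In 6 splits, the real one included, it lay at least as far from 50% as the real share. The smallest p this design allows is 0.1. The share was 71% for somatic calls of at least 2-fold and 42.8% for those at least as high in saline germ cells, and it was 60.9% and 63.2% without somatic saline replicates 2 and 3. In somatic cells these 1117 genes had median log2 fold changes of 0.496 for rises and -0.445 for falls, and the same genes had medians of 0.072 and 0.019 in germ cells.

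**Figure D4:**
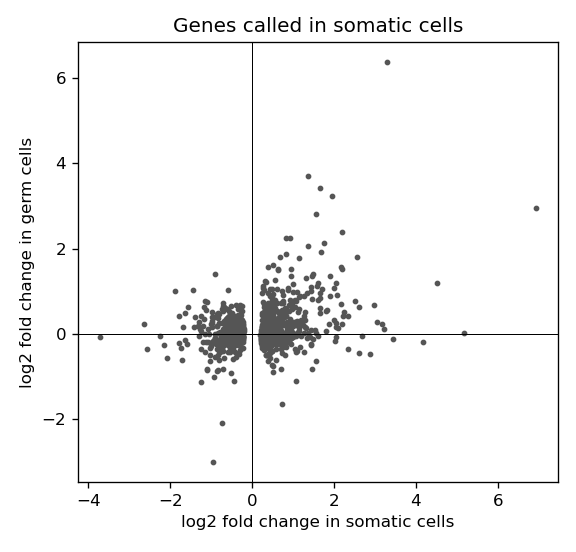
Log2 fold change of dex over saline in germ cells (y axis) against that in somatic cells (x axis) for somatic calls tested in both cell types, 1 point per gene. The share of points with the same sign on both axes is 54.8%.

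Gene lists fixed beforehand were then tested with camera, adjusted over 45 list tests. The glucocorticoid target list had a median log2 fold change of 0.381 in germ cells (18 of 20 genes higher, camera BH-adjusted p = 1.85e-14) and 0.67 in somatic cells (20 of 21 higher, camera BH-adjusted p = 4.33e-74). The setting that moved the germ cell median most was the omission of dex replicate 2, to 0.179. With the carry-over share as a covariate it was 0.21, and without saline replicate 1 it was 0.234. In germ cells 3 of the genes were called over all genes and 7 when adjusted over the list alone, and in somatic cells 16 and 18. The difference between cell types had a median of -0.395 (camera BH-adjusted p = 3.83e-13). Under fry, only the somatic result and the difference of this list passed, with BH-adjusted p-values of 0.00623 and 0.0321, whereas the germ cell result had 0.0743. No list passed with an estimated correlation, the lowest BH-adjusted p being 0.0568. All other camera results given here therefore hold only at the preset correlation. The most abundant targets in saline somatic cells were Zfp36, Rhob and Dusp1, at 285 ± 26.9, 281 ± 21.9 and 169 ± 12.3 CPM (SD, n = 3).

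The ribosomal protein list addresses a term that the study had picked on these same libraries, so its test is not independent evidence. The median was -0.084 in germ cells, with 29 of 83 genes higher (camera BH-adjusted p = 5.65e-09), and 5 genes were called over all genes and 15 when adjusted over the list alone. The germ cell median was -0.143, -0.139, -0.056 and -0.048 without dex replicate 3, saline replicate 1, dex replicate 1 and saline replicate 3, respectively. The 42 genes of the list with the shorter exon lengths had a median of -0.132, and the longer ones -0.041. The 5 called genes, Rps27, Rpl39, Rps21, Rps28 and Rpl37a, fell by 0.92, 0.83, 0.74, 0.66 and 0.5 on the log2 scale. In somatic cells the median was 0.184, with 76 of 80 genes higher (camera BH-adjusted p = 2.11e-09), 21 called over all genes and 50 when adjusted over the list alone. The difference had a median of -0.302, or -0.284 with 2 genes at the floor set to their bound (camera BH-adjusted p = 1.36e-18). Its most abundant members in saline somatic cells were Rpsa, Rplp0 and Rpl4, at 1760 ± 36.9, 1760 ± 48.6 and 1590 ± 30.9 CPM (SD, n = 3).

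Whether dex alters meiotic gene expression was asked of 23 genes in germ cells. Their median log2 fold change was 0.021 (camera BH-adjusted p = 0.977), with 13 genes higher, none called over all genes and 3 when adjusted over the list alone. The sign of the median changed to -0.088 without dex replicate 3 and -0.081 without saline replicate 1. The meiotic panel of Dmc1, Prdm9, Smc1b, Sycp1 and Sycp3 had 0 calls in germ cells, 3 genes at an unadjusted p under 0.05, and 2 calls when adjusted over the list alone, with log2 fold changes from -0.22 for Sycp1 to 0.26 for Prdm9. Without the low-count filter the panel had 1 call in germ cells, and with DESeq2 it had 1 as well. Sycp1 was at 2540 ± 156 CPM in saline and 2170 ± 44.1 CPM in dex germ cells (SD, n = 3). The panel of 5 splicing factor genes had 0 calls in germ cells and 0 genes at an unadjusted p under 0.05, with log2 fold changes from -0.05 to 0.13, and adjustment over the list alone gave 0 as well. In somatic cells it had 0 calls, 4 genes at an unadjusted p under 0.05 and 2 calls when adjusted over the list alone (log2 fold changes from -0.23 to 0.01). With GC trends removed it had 2 calls in somatic cells over all genes, and it had 1 without the filter, with DESeq2 or without saline replicate 3. The list medians of these 5 genes were 0.07 in germ cells and -0.143 in somatic cells (camera BH-adjusted p = 0.576 and 0.113). The adrenal-like steroidogenic list, with 8 tested genes, had a median of -0.001 in somatic cells (camera BH-adjusted p = 0.113) and 2 calls, also when adjusted over the list alone. Both called genes rose, Mc2r by a log2 fold change of 2.2 (edgeR BH-adjusted p = 0.000192) and Mrap by 2.46 (edgeR BH-adjusted p = 0.00138). It went from -0.097 to 0.297 over single-library omissions, with the extremes without saline replicates 3 and 2, and passed without dex replicate 1 (0.135, camera BH-adjusted p = 0.0431) or saline replicate 2 (camera BH-adjusted p = 0.0407). Its most abundant member was Fdxr, at 35.1 ± 3.03 CPM in saline somatic cells. In germ cells its 4 tested genes had a median of -0.06 (camera BH-adjusted p = 0.905).

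Marker lists of cell types moved unequally in the somatic libraries. Macrophage markers fell, with a median of -0.872 over 11 genes, all lower (camera BH-adjusted p = 3.27e-09), 6 called over all genes and 10 when adjusted over the list alone. Mrc1, the most abundant, fell from 72.5 ± 11.1 to 34.4 ± 16 CPM (SD, n = 3), and Csf1r from 56.1 ± 9.48 to 22.7 ± 10.3 CPM. All 11 were also above the floor in saline germ cells. Endothelial markers had a median of -0.45 (camera BH-adjusted p = 0.00345) with 5 of 10 called (Cdh5, Tie1, Plvap and Egfl7 lower, Emcn higher), or 8 when adjusted over the list alone, but Kdr, the most abundant, was at 162 ± 3.39 and 158 ± 8.02 CPM. Perivascular markers had a median of 0.06 (camera BH-adjusted p = 0.0109), with 4 of 8 called, also when adjusted over the list alone. Cspg4, Kcnj8 and Abcc9 rose by log2 fold changes of 1.06, 0.77 and 0.55, and Mcam fell (-0.45), while Notch3, the most abundant, was at 235 ± 5.47 and 240 ± 22.9 CPM. Germ cell markers had a median of 0.481 over 8 genes in somatic cells (camera BH-adjusted p = 0.0342), with Taf7l, the most abundant there, at 3.33 ± 0.47 and 3.06 ± 1.81 CPM. Pregranulosa, stromal, erythroid, mesonephric, general somatic, proliferation and meiotic lists had medians of -0.164, 0.097, -0.064, -0.01, -0.088, 0.024 and 0.345, none of which passed (camera BH-adjusted p = 0.567, 0.265, 0.721, 0.576, 0.53, 0.836 and 0.561). Their most abundant members in saline somatic cells were Kitl, Col1a1, Hba-a1, Ldb2, Col1a1, Top2a and Tex15, at 215 ± 10.7, 7400 ± 517, 5750 ± 1480, 116 ± 10, 7400 ± 517, 269 ± 11.5 and 46.7 ± 5.82 CPM (SD, n = 3).

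In germ cells, pregranulosa markers had a median of 0.402, with 11 of 11 genes higher (camera BH-adjusted p = 0.0149). None was called over all genes and 2 were when adjusted over the list alone. The perivascular, macrophage, endothelial, erythroid and mesonephric medians were 0.426, 0.249, 0.097, -0.194 and -0.158, and those of the germ cell, proliferation, general somatic and stromal lists were -0.043, -0.072, 0.181 and -0.056. None of these 9 passed, the lowest camera BH-adjusted p being 0.061 for the perivascular list. In the difference test, besides the glucocorticoid and ribosomal lists, the macrophage list (median 1.255, camera BH-adjusted p = 1.09e-05), the pregranulosa list (0.684, 0.0342) and the germ cell marker list (0.016, 0.00616) passed at the preset correlation. The last median was -0.155 with 4 genes at the floor set to their bound. The other 10 lists had camera BH-adjusted p-values from 0.0722 to 0.977 and medians from -0.348 for the meiotic list to 0.318 for the general somatic list.

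The authors' deposited table for germ cells listed 156 genes at an adjusted p-value of at most 0.05, 63 higher and 93 lower, and that for somatic cells 1477, with 841 higher and 636 lower. The authors' deposited table shared 29 germ cell genes and 1290 somatic genes with the edgeR calls, all with the same sign. DESeq2 as run here called all 35 of the germ cell genes. In the authors' deposited table Fkbp5 had a log2 fold change of 0.32 in germ cells with an adjusted p-value of 0.0471. Zbtb16, at 2.97, held an adjusted p-value of 1. With at most 75 counts in dex and 12 in saline germ cell libraries, Zbtb16 lay below 73.4 normalized counts. It was therefore read as not tested there.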

Values the study reported

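For the comparison of dex with saline, the study reported 1477 differential genes in the somatic cells at an adjusted p-value of at most 0.05. For the germ cells it reported 156 genes at the same threshold.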

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

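Each result here stood out because the effect of dex differed between germ and somatic cells in a direct test of that difference. The tests of GC content, of short transcripts, of germ cell RNA in the somatic libraries and of macrophage marker falls were chosen only after the result was seen.

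The difference test called 314 genes, 95 higher in germ cells and 219 lower, and 143 without somatic saline replicate 3. With a replicate block it called 222, of which 202 were among the 314. Without germ dex replicate 1 the direction changed, with 204 higher and 180 lower. Of 100 arrangements of the treatment labels within each cell type, drawn from 200, 2 gave as many calls, the real one included. The other, with 372 calls, was the real arrangement with germ cell dex and saline exchanged. That exchange leaves the somatic effect in place, so the test mainly shows that the somatic labels matter. Thinning the 4 deepest somatic libraries to the mean germ cell total left 1340 somatic calls, against 1354, which argues against depth as the cause of the larger somatic response. Removing the GC trend of each library left 251 difference calls, 229 of them among the 314, which argues against GC content as the whole cause. A mixed somatic fraction stays open, because the GFP-negative cells comprise many types whose proportions may shift. A cell-type difference in the response itself, which the design names, stays open as well.

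Among receptor targets, the dex effect was lower in germ cells for Tsc22d3 (-1.13), Fkbp5 (-0.97) and Zbtb16 (-3.99), and the target list had a median difference of -0.395, also with its 1 gene at the floor set to its bound. Of its 21 genes 7 went the other way, and Nfkbia was called in that direction (0.88, edgeR BH-adjusted p = 0.000865). For Tsc22d3 the germ cell level was above the somatic level before and after dex, so low expression does not account for its lack of a rise. Carry-over of somatic RNA at an equal or higher share in dex would make the germ cell response look more like the somatic one, which argues against it as the source of the lower germ cell effects. Zbtb16 was 1 of the 2 rising germ cell calls whose rise, at 4.49% of the somatic rise or less, lay within the highest pregranulosa share of any germ cell library even at an equal share in dex and saline, and carry-over and a small rise in germ cells cannot be told apart for either. The difference for Zbtb16 was not called without germ saline replicate 2 (-3.53, edgeR BH-adjusted p = 0.072, range over single-library omissions 0.00392 to 0.072).

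Differences toward germ cells came from a rise there for Tnfrsf13b (4.08), Kcna5 (4.68) and Kif12 (3.11), and from a fall in somatic cells for Tcf24 (3.63) and Itgax (3.92). The values of Kcna5 and Kif12 rest on a floor level in saline germ cells, and that of Itgax on a floor level in dex somatic cells, at least 3.18-fold below saline. The Kif12 rise in germ cells was at least 5.72-fold. Itgax and Kif12 lost their call in 10 and 4 of the 12 single-library omissions, with Itgax between 0.0411 and 0.165 and Kif12 between 0.0134 and 0.0592 in edgeR BH-adjusted p. Without somatic dex replicate 2, the difference for Itgax was 6.56. Itgax was also not called with a replicate block (edgeR BH-adjusted p = 0.104). Carry-over of somatic RNA was tested for the calls among the germ cell rises. The rise of Tnfrsf13b in germ cells was 634% of its dex somatic level, which argues against carry-over. That of Kcna5 was 7.29%, within the highest pregranulosa share. Its levels of 1.41, 1.49 and 1.52 CPM in dex replicates 1 to 3 did not follow that share (3.74%, 18.7% and 15.6%). Macrophage shares there, at 7.48%, 14.8% and 10.8%, did reach the 7.29%. In saline, Kcna5 stood at 16.2 CPM in somatic cells and at 0.0385 CPM, under the floor, in germ cells. The lowest saline shares, 4.8% for pregranulosa and 2.6% for macrophage markers, would have put it above the floor. This argues against carry-over from those cells. A higher share in dex from another somatic source and a rise in germ cells cannot be told apart for it. No explanation was tested for Kif12, Tcf24 and Itgax on their own.

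Differences toward somatic cells came from somatic rises of Folh1 (-7.85), Abcb5 (-5.17), Lhx4 (-4.37) and Dazl (-3.56). The value of Abcb5 rests on a floor level in saline somatic cells, and was -7.86 without saline replicate 1. For Folh1 both germ cell groups were at or near the floor, so the fitted value depends on the prior count, and the call was lost in 8 of the 12 single-library omissions (edgeR BH-adjusted p from 0.013 to 0.112). The Folh1 call was also lost with a replicate block (edgeR BH-adjusted p = 0.0509). Dazl is a germ cell gene, so germ cell RNA in the dex somatic libraries was examined. The other 121 germ-specific genes tested in somatic cells had a median log2 fold change of 0.26, also with the 1 gene at the floor set to its bound, and 81 of them were higher. Only 3 were called, and 11 had an unadjusted p under 0.05. The 10 most abundant had a median of 0.29 and a maximum of 1.39 (Smc1b), against 3.43 for Dazl. After dex, Dazl in somatic cells stood at 1.3% of its germ cell level, and those 10 at a median of 0.389%. Germ cells mixed into the somatic fraction would carry all their abundant transcripts, so these values argue against them as the main source. A rise of Dazl in somatic cells stays open as a hypothesis, found and tested on the same libraries.

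Ribosomal protein genes differed by a median of -0.302, Rps27 by -1.36 and the pseudogene Gm15920 by -1.15. With GC trends removed, the germ cell median was -0.104 and still passed at the preset correlation, which argues against GC content as the whole cause. Loss of short transcripts was examined with a pair of definitions of short, the second tried after the first result was seen. The 42 list members of shorter exon length fell by a median of 0.132 in germ cells, and 1156 other genes as short and as abundant had a median of 0.005 (bootstrap interval -0.014 to 0.023). By transcript length, at 644 nt or less, the shorter members fell by 0.129 and 1043 other genes by 0.02 (bootstrap interval -0.033 to -0.007). Other short genes thus did not fall by exon length and fell less than the ribosomal ones by transcript length. Their medians still lay at percentiles 0 and 5.1 of expression-matched lists, which goes with a loss of short transcripts. The genes matched by transcript length had a median exon length of 3935 nt, against 1595 nt in the ribosomal members, and those matched by exon length a median transcript length of 923 nt, against 613 nt. As each comparison set was longer by the other measure, loss of short transcripts and a ribosomal response cannot be told apart. Library by library, the shorter members stood at -0.11 from the germ cell mean in saline replicate 1, against -0.124 and -0.117 in dex replicates 1 and 2. They were at 0.034 in dex replicate 3 and at 0.181 and 0.112 in saline replicates 2 and 3. The fall therefore did not separate the treatments in all libraries. Reads shared with pseudogenes leave single genes such as Gm15920 and Rps27 uncertain.

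The macrophage list differed by a median of 1.255, the pregranulosa list by 0.684 and the germ cell marker list by 0.016. With a replicate block, the pregranulosa and germ cell marker differences no longer passed (camera BH-adjusted p = 0.0764 and 0.876). Of the lists named here, only the glucocorticoid targets also passed under fry. The macrophage difference followed a fall in the somatic libraries, as the list did not pass in germ cells (median 0.249, camera BH-adjusted p = 0.817). If dex had only lowered the number of macrophages, their markers could be expected to fall alike. The 11 markers fell by between 0.32 and 1.78 on the log2 scale, more unequally than their standard errors allow (Cochran's Q 22.5, p = 0.0129, n = 11 genes, which are not independent). Other cells may hold part of a marker's counts, so fewer macrophages and a lower expression per macrophage cannot be told apart. The pregranulosa difference followed a rise in germ cells in which all 11 markers took part, and the share computed from the same markers was 18.7% and 15.6% in dex replicates 2 and 3. As dex replicate 1 had 3.74%, below each saline library, the rise rests on 2 of the 3 dex libraries, and uneven carry-over of somatic RNA stays open as its source. The germ cell marker median was -0.155 with floor genes at their bound, and its members went both ways, so no direction is drawn from it.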

How the results depend on the processing

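The removal of GC trends, DESeq2 without independent filtering and adjustment over a narrower set of genes were chosen after seeing the data. The somatic count exceeded the germ cell count under each of the alternatives run, and the glucocorticoid target and ribosomal protein medians kept their signs.

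Counts of called genes moved most. Against 35 calls in germ cells, no low-count filter gave 420, a fit on all 4 groups 64, DESeq2 158, DESeq2 without independent filtering 119, and a minimum absolute log2 fold change of 1 left 12. The first of these raised the genes tested from 16857 to 33150, and the 420 included the 35. DESeq2 called 35 of the 35 as well, so that its larger count came from added genes. limma-trend on log2 FPKM gave 16 with a pseudocount of 1 and 14 with 0.1. Against 1354 somatic calls, the fit on all 4 groups gave 803, the fold-change minimum 318, and limma-trend 738 and 717. For the difference test, against 314, no filter gave 727, DESeq2 620, limma-trend 515 with a pseudocount of 1 and 233 with 0.1, and the fold-change minimum 107. Apart from that minimum, which removes calls by construction, the cause was not tested. The split of 15 higher and 20 lower germ cell calls became 248 and 172 without the filter, 43 and 21 in the fit on all 4 groups, and 60 and 21 without dex replicate 1. In the difference test 95 higher and 219 lower became 351 and 376 without the filter, and 204 and 180 without germ dex replicate 1. The count of 15440 genes between the cell types changed by less than 1.5 times under each alternative. No scaling moved the median of all genes by over 0.1 on the log2 scale, except no filter in the comparison of cell types (0.142).

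Leaving out 1 library at a time gave 17 to 81 germ cell calls, 754 (without saline replicate 3) to 1881 (without dex replicate 3) somatic calls, and 143 (without somatic saline replicate 3) to 384 (without germ dex replicate 1) calls in the difference test. Between cell types the range was 15530 to 15730. The germ cell count was 81 without dex replicate 1, with 28 of the 35 among them, and 17 without dex replicate 2 or saline replicate 3, all 17 among the 35. The same omissions moved the meiotic median in germ cells from -0.088 to 0.079, the adrenal-like median in somatic cells from -0.097 to 0.297, and the same-sign share from 52.8% to 63.2%. The adrenal-like median is too close to 0 for its sign to carry weight. It was 0.021 without the filter, 0 with the stricter filter and 0.001 in the fit on all 4 groups, against -0.001. Nr3c1 in germ cells ranged from -0.05 to 0.01, reversing without saline replicate 1. The difference for Per1 reversed to -0.07 in limma-trend with a pseudocount of 1. Of these changed signs, only the adrenal-like list passed a threshold, without dex replicate 1 (0.135) or saline replicate 2 (0.297), and the cause was not tested.

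List calls depended on the assumed correlation between genes. Under fry the germ cell glucocorticoid target median (0.381) and the ribosomal protein medians (-0.084 in germ cells, 0.184 in somatic cells) no longer passed, with BH-adjusted p-values of 0.0743, 0.555 and 0.0705. With an estimated correlation the somatic glucocorticoid target median (0.67) did not pass either, with BH-adjusted p-values of 0.35, 0.644, 0.474 and 0.0568 in this order. The same-sign share was 71% for somatic calls of at least 2-fold and 42.8% for those at least as high in saline germ cells. The carry-over share was 0.829% over the 200 genes with the largest somatic excess, against 3.73%, a low value that their selection for little germ cell signal brings about.

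The labels did not say whether replicate numbers mark shared pools. Deviations from the group mean, over genes of at least 5 CPM, correlated between same-numbered dex and saline libraries at 0.026 to 0.285 in germ cells and -0.046 to 0.175 in somatic cells. Germ and somatic libraries of the same treatment and number correlated at 0.104 to 0.199 after dex and 0.091 to 0.189 after saline, and those of different number at -0.152 to -0.008 and -0.146 to 0.006. Germ and somatic libraries of 1 number therefore deviated together, if weakly, whereas dex and saline libraries did not do so throughout. With a replicate block, 49 germ cell, 1520 somatic and 222 difference calls were made, sharing 29, 1294 and 202 with the unblocked calls, and 15283 between cell types. The adrenal-like median was 0.007. Itgax, Folh1 and Gm47283 were not called with the block. With GC trends removed and the block, 66 germ cell and 203 difference calls were made, Clock was called in somatic cells (-0.28, edgeR BH-adjusted p = 0.0468), and the adrenal-like median was 0.003. The meiotic panel count in somatic cells was 0 in the main test and 1 with the block. It was also 1 without the filter, with haemoglobin and mitochondrially encoded genes removed and in the fit on all 4 groups. The same held with DESeq2, with GC trends removed and the block, and without somatic dex replicate 1. Of the 45 list tests the block changed 4 calls. The germ cell markers in somatic cells and the germ cell marker and pregranulosa differences no longer passed (medians 0.359, 0.036 and 0.599, camera BH-adjusted p = 0.0637, 0.876 and 0.0764), and the splicing factor difference did (0.217, camera BH-adjusted p = 0.0226).

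For single genes and panels, 982 of 1059 values under alternatives kept their direction and side of the threshold, and 77 in 19 results did not: 55 weaker, 4 stronger, 2 reversed and 16 panel counts that moved. The meiotic panel in the difference test had 3 calls without the filter and 2 without somatic dex replicate 1, against 0 with 2 genes at an unadjusted p under 0.05. Depth limited the fold changes of genes at the detection floor, such as Kcna5, Kif12 and Arhgef37 in saline germ cells, to lower bounds.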

Other observations

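The tests of GC content, of falling germ cell calls, of calls within the highest pregranulosa share, of a higher carry-over share in dex and of class I genes were chosen only after the result was seen.

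The germ cell count here was 35 genes. That is lower than the value quoted from the study above. Without dex replicate 1 it was 81, with 60 higher and 21 lower against 15 and 20, and it was 17 without dex replicate 2 or saline replicate 3. With DESeq2 on the same counts it was 158, and 29 of the 35 were also called in the authors' deposited table.

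For the germ cell calls, 1 of the 10 splits of the 6 libraries, the real one, gave as many genes, and the others gave at most 1. The same held for the somatic calls, where 1 of 10 splits gave as many and the others gave 0, and for germ against somatic cells, with 1 of 10 and 0 elsewhere. With 10 splits the share cannot fall below 0.1, so counting splits alone does not settle the matter. For germ against somatic cells, 15440 of 17941 genes called and a first component with 92.1% of the variance argue against a chance split. For the somatic calls, 1354 genes against 0 in each other split and calls of 16 of the 21 receptor targets, a list fixed beforehand, argue against it as well. For the 35 germ cell calls it stays open.

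Carry-over of somatic RNA was weighed as a source of the germ cell calls. Of the 15 rising calls, 13 rose by more than the highest pregranulosa share of any germ cell library (18.7%) times their rise in somatic cells. This argues against carry-over for them only if the share was equal in dex and saline. The other 2, Hif3a and Zbtb16, needed only 3.67% and 4.49%. A higher share in the dex germ cell libraries was allowed for by taking the same 18.7% of the dex somatic level, with no carry-over in saline. Of the 15, 9 rose by more than this as well, which argues against carry-over for these, though CT010467.1 and Erf, at 21.7% and 26.1% of the dex somatic level, were close to the limit. The other 6 were Hif3a, Zbtb16, Kcna5, Per1, Hdc and Nfkbia. The pregranulosa share was 3.74%, 18.7% and 15.6% in dex replicates 1 to 3. Per1 (63.9, 57.4 and 39.6 CPM there) and Nfkbia (39, 39.7 and 37 CPM) did not follow it, which argues against carry-over for both. Hif3a, Zbtb16 and Hdc were highest in dex replicate 2, as the share was. For Hif3a, Zbtb16 and Hdc, a higher carry-over share in dex and a rise in germ cells cannot be told apart. Kcna5 was at the floor in saline germ cells but at 16.2 CPM in saline somatic cells. This argues against carry-over at the pregranulosa share, but another somatic source is not excluded for Kcna5. Of the 20 falling calls, 8 were higher in saline somatic than in saline germ cells, and the mean carry-over share was higher in dex, by 0.92 percentage points, which argues against less carry-over in dex as the cause of the falls.

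The germ cell calls were short genes. Their median exon length of 2568 nt lay at percentile 0 of 10000 expression-matched lists, whose median was 4554 nt, and within the calls log2 fold change rose with length (Spearman 0.39 across genes, which are not independent). By transcript length, over the tested genes where it was known, the Spearman correlation was only 0.03 in germ cells and -0.04 in somatic cells. A length-dependent bias between dex and saline germ cell libraries is a candidate explanation for part of the calls, falling ones above all. There was little trend over all genes by transcript length, and the trend by exon length is not given here. The somatic calls lay at percentile 100, with 4872 against 4547 nt, and log2 fold change ran slightly the other way (Spearman -0.11). Their difference in length is small, and a length bias cannot be told apart from a response of longer genes.

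With GC trends removed, 33 germ cell genes were called, 30 of them among the 35, and 1362 somatic genes, 1250 of them among the 1354. With haemoglobin and mitochondrially encoded genes removed before scaling, the somatic count was 1380, sharing 1335 genes. The somatic count was 754 without saline replicate 3. Neither GC content nor haemoglobin RNA therefore accounts for the calls as a whole. A change in the mix of somatic cells was weighed too. Of 8 cell-type lists, 3 passed at the preset correlation in somatic cells (macrophage, endothelial and perivascular), 0 under fry and 0 with an estimated correlation, and 24 somatic calls belong to any of these lists. As the lists cover few genes of each type, a shift in cell mix may contribute to the 1354 calls to an extent these libraries cannot settle.

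H2-K1 fell in both cell types, by 1.12 in germ and 1.25 in somatic cells on the log2 scale. Litters that differ in a polymorphic class I region could map unequally to the reference, and a neighbouring class I gene, H2-D1, would then shift in both cell types. H2-D1 fell by 1.05 in somatic cells but was at 131 ± 14.1 and 131 ± 6.66 CPM in germ cells (SD, n = 3). Its response differed by 1.05 (edgeR BH-adjusted p = 0.0256). A variant confined to H2-K1 is not excluded by this, since haplotypes can differ at a single class I gene, and a strain variant and a response to dex cannot be told apart.

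Kit, chosen after its values were seen, fell in germ cells from 175 ± 14.4 to 116 ± 8.97 CPM (SD, n = 3, log2 fold change -0.58, edgeR BH-adjusted p = 0.00959) and went from 31.3 ± 3.7 to 39.8 ± 1.69 CPM in somatic cells. The difference was -0.94 (edgeR BH-adjusted p = 0.000955). Nfkbia, a member of the receptor target list also singled out afterwards, rose in germ cells from 19.6 ± 1.4 to 38.6 ± 1.41 CPM (log2 fold change 0.99, edgeR BH-adjusted p = 0.00133) and was at 94.7 ± 8.02 and 102 ± 6.18 CPM in somatic cells, with a difference of 0.88 (edgeR BH-adjusted p = 0.000865). Its rise in germ cells was 18.7% of the dex somatic level, at the limit given above. Its level did not follow the pregranulosa share over the dex libraries, as given above, which argues against a higher carry-over share in dex for it. No other explanation was tested for these genes.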
